# CD1d expression demarcates *CDX4+* hemogenic mesoderm with definitive hematopoietic potential

**DOI:** 10.1016/j.scr.2022.102808

**Published:** 2022-07

**Authors:** J. Philip Creamer, Stephanie A. Luff, Hao Yu, Christopher M. Sturgeon

**Keywords:** Human pluripotent stem cells, Definitive hematopoiesis, Hemogenic mesoderm, Hemogenic endothelium, CD1d, *CDX*

## Abstract

To achieve efficient, reproducible differentiation of human pluripotent stem cells (hPSCs) towards specific hematopoietic cell-types, a comprehensive understanding of the necessary cell signaling and developmental trajectories involved is required. Previous studies have identified the mesodermal progenitors of extra-embryonic-like and intra-embryonic-like hemogenic endothelium (HE), via stage-specific WNT and ACTIVIN/NODAL, with *GYPA/GYPB* (CD235a/b) expression serving as a positive selection marker for mesoderm harboring exclusively extra-embryonic-like hemogenic potential. However, a positive mesodermal cell-surface marker with exclusively intra-embryonic-like hemogenic potential has not been identified. Recently, we reported that early mesodermal expression of *CDX4* critically regulates definitive HE specification, suggesting that CDX4 may act in a cell-autonomous manner during hematopoietic development. To identify *CDX4+* mesoderm, we performed single cell (sc)RNAseq on hPSC-derived mesodermal cultures, revealing *CDX4^hi^* expressing mesodermal populations were uniquely enriched in the non-classical MHC-Class-1 receptor *CD1D.* Flow cytometry demonstrated approximately 60% of KDR+CD34-CD235a- mesoderm was CD1d+, and *CDX4* was robustly enriched within CD1d+ mesoderm. Critically, only CD1d+ mesoderm harbored CD34+ *HOXA+* HE with multilineage erythroid-myeloid-lymphoid potential. Thus, *CDX4+*CD1d+ expression within early mesoderm demarcates an early progenitor of HE. These insights may be used for further study of human hematopoietic development and improve hematopoietic differentiation conditions for regenerative medicine applications.

## Highlights

• scRNAseq of early hPSC differentiation reveals a *CDX1/2/4*^+^ *CD1d +* mesodermal population.
• KDR + CD1d + mesoderm efficiently gives rise to hemogenic endothelium with erythroid, myeloid, and lymphoid potential.
• CD1d-derived CD34 + cells robustly express *HOXA7/9.*

## 1 Introduction

A long-held goal of regenerative medicine has been the *in vitro* production of hematopoietic stem cells (HSCs) that can be used therapeutically and as a platform for the study of hematological disease. Despite recent advances in the field of directed differentiation of human pluripotent stem cells (hPSCs), this goal remains unrealized in the absence of transgene expression (Sugimura et al., 2017). This is due, in part, to our limited understanding of the overall complexity and heterogeneity of embryonic hematopoietic development, where multiple, spatiotemporally separated programs have been identified (Ditadi et al., 2017). Broadly, these can be separated into extra-embryonic, erythro-myeloid programs and the intra-embryonic (definitive) multilineage programs, the latter of which gives rise to the HSC from hemogenic endothelium (HE) within the dorsal aorta (Gritz and Hirschi, 2016). However, the mesodermal origin(s) of HE remains poorly defined.

The hPSC differentiation system has identified several markers of early mesoderm with hemogenic potential, such as *KDR* (Kennedy et al., 2007)*, PDGFRA* (Davis et al., 2008); and *APLNR* (Yu et al., 2012). However, these markers do not discriminate between other mesodermal lineages, nor do they define progenitors of the extra-embryonic-like and intra-embryonic-like hematopoietic programs. We have previously identified that mesodermal expression of *GYPA/GYPB* (CD235a/b) demarcates a population within hPSC differentiation cultures that harbors exclusively extra-embryonic-like hematopoietic potential, and that the expression of CD235a/b on this nascent mesoderm is regulated by stage-specific WNT and ACTIVIN/NODAL signaling (Sturgeon et al., 2014). However, the identification of a cell surface antigen that positively identifies a mesodermal population with exclusively definitive hematopoietic potential, but not extra-embryonic-like potential, has remained elusive. WNT-mediated expression of *CDX1/2/4* has been correlated with specification of KDR+CD235a- mesoderm harboring potential for CD34+*HOXA+* intra-embryonic-like cells with hematopoietic potential (Ng et al., 2016, Creamer et al., 2017, Jung et al., 2021). Thus, we aimed to use these *CDX* genes to identify definitive hematopoietic precursors within mesodermal hPSC cultures.

## 2 Materials and methods

### 2.1 hPSC maintenance and differentiations

The hPSC line H1 (WA01; WiCell) was cultured and differentiated as described previously (Sturgeon et al., 2014, Creamer et al., 2017, Kennedy et al., 2012, Ditadi and Sturgeon, 2016). Briefly, hPSCs were MEF-depleted by culturing on Matrigel (BD Biosciences) in hESC media for 24 hr. Embryoid bodies (EBs) were generated by treating hPSCs with trypsin-EDTA (0.05%) for 1 min. Cells were detached by scraping to form small aggregates (6–10 cells). EBs were resuspended in N2/B27-based media (Sturgeon et al., 2012) supplemented with L-glutamine (2 mM), ascorbic acid (1 mM), monothioglycerol (MTG, 4x10^−4^ M; Sigma), holo-transferrin (150 µg/mL), BMP-4 (10 ng/mL). After 24 h, the media was supplemented with bFGF (5 ng/mL) and following 42 h total, the media was changed using the same media above supplemented with CHIR99021 (3 µM) and SB43152 (6 µM) (Ng et al., 2016). Following 72 hrs of differentiation, EBs were disassociated with treatment of 0.25% Trypsin-EDTA (5 min), followed by FACS (BD Biosciences) isolation of KDR + CD235a-CD1d-/+ mesoderm. FACS isolated cells were re-aggregated at 2.5x10^5^() cells/ml and placed in StemPro-34 media (Gibco) supplemented with L-glutamine (2 mM), ascorbic acid (1 mM), monothioglycerol (MTG, 4 × 10^−4^ M), holo-transferrin (150 μg/mL), VEGF (15 ng/mL), and bFGF (5 ng/mL). After 3 days, cultures were fed with an equal volume of StemPro-34 media supplemented as previously described, but with additional IL-6 (10 ng/mL), IGF-1 (25 ng/mL), IL-11 (5 ng/mL), SCF (50 ng/mL), and EPO (2 U/mL), and cultured for an additional 2 days.

### 2.2 Erythro-myeloid potential

Resultant CD34+CD43- cells were isolated by FACS and then assessed for hemogenic potential as described (Ditadi et al., 2015). Briefly, cells were aggregated overnight at a density of 2 × 10^5^() cells/mL in 96 well plates with StemPro-34 media, containing L-glutamine (2 mM), ascorbic acid (1 mM), monothioglycerol (MTG, 4 × 10^−4^ M), holo-transferrin (150 μg/mL), TPO (30 ng/mL), IL-3 (30 ng/mL), SCF (100 ng/mL), IL-6 (10 ng/mL), IL-11 (5 ng/mL), IGF-1 (25 ng/mL), EPO (2 U/mL), VEGF (5 ng/mL), bFGF (5 ng/mL), BMP4 (10 ng/mL), Flt-3L (10 ng/mL), and SHH (20 ng/mL). Aggregates were then transferred onto Matrigel-coated plasticware cultured for an additional 8 days in the same media. All differentiation cultures were maintained in a 5% CO_2_ and 5% O_2_ environment. All recombinant factors are human and were purchased from R&D Systems (Minneapolis, MN). Analysis of hematopoietic colony forming cell potential via Methocult (StemCellTechnologies) was performed as described previously (Ditadi et al., 2015).

### 2.3 T-lymphoid assay

T-lymphoid potential was assessed using OP9-DLL4 stroma (La Motte-Mohs et al., 2005, Schmitt et al., 2004) as described previously (Sturgeon et al., 2014, Kennedy et al., 2012, Ditadi et al., 2015). Briefly, 1 × 10^4^ CD34+CD43- cells were added to individual wells of a 24-well plate containing OP9-DLL4 cells and cultured alpha-MEM supplemented with 20% FBS, SCF (30 ng/mL), FLT3L (5 ng/mL) and IL-7 (5 ng/mL). After 5 days, cultures were maintained in 6-well plates of OP9-DL4 in the absence of SCF. Every four to five days co-cultures were transferred onto fresh OP9-DL4 cells by vigorous pipetting and passaging through a 40 µm cell strainer. Cultures were assayed following 28 days for the presence of a CD45+CD56-CD4+CD8+ population. Cultures exhibiting at least 100 CD4+CD8+ cells were considered positive for T-lymphoid potential.

### 2.4 Single cell RNAseq analyses

Day 3 differentiation cultures were dissociated and immediately fixed with methanol as previously described (Alles et al., 2017). Briefly, EB’s were treated with trypsin-EDTA for 5 min, stopped with 5% FBS + IMDM, and spun at 300 × g for 5 min. After resuspending with PBS + 5% FBS and counting, cells were pelleted at 300 × g for 5 min at 4 °C, the supernatant was removed manually, and the cell pellet resuspended in 2 volumes (200 μl) of ice-cold PBS. To avoid cell clumping, 8 volumes (800 μl) of methanol (grade p.a.; pre-chilled to –20 °C) were added dropwise, while gently vortexing the cell suspension (final concentration: 80% methanol in PBS). The methanol-fixed cells were kept on ice for a minimum of 15 min and then stored at –80 °C. For rehydration, cells were kept on ice, pelleted at 1000 × g, washed and resuspended in PBS + 0.01% BSA, passed through a 40-μm cell strainer, counted and diluted for library prep (1000 cells per µL). Libraries were prepared following the manufacturer’s instruction using the 10X Genomics Chromium Single Cell 3′ Library and Gel Bead Kit v2 (PN120237), Chromium Single Cell 3′ Chip kit v2 (PN-120236), and Chromium i7 Multiplex Kit (PN-120262). 17,000 cells were loaded into a well of the chip, capturing > 6000 cells. cDNA libraries were sequenced on an Illumina HiSeq 3000. Sequencing reads were processed using the Cell Ranger software pipeline (version 2.1.0). Using Seurat (Stuart et al., 2019) (version 3.9.9) implemented in R (version 4.0.3) for all steps described below, the dataset was filtered by removing genes expressed in <3 cells, and retaining cells with unique gene counts between 200 and 6000. The remaining UMI counts were normalized and transformed, and regression was performed to account for the percent of mitochondrial UMI counts. Principal component analysis was used to generate uniform manifold approximation and project (UMAP) plots and unsupervised clustering was performed using a resolution of 0.9, resulting in 12 cell clusters. One cluster was removed for excess mitochondrial gene contribution (median > 10%). Differential gene expression analysis was performed using the ‘FindAllMarkers’ function with a minimum expression threshold of 25%, 0.25 log2 fold change, and p_adj_ (Benjamini-Hochberg) < 0.01 to determine the cell identity of each cluster. The dataset is publicly available at the Gene Expression Omibus (GEO) under the accession number: **GSE139850**.

### 2.5 RNA expression analysis

For qRT-PCR, total RNA was isolated with the RNAqueous RNA Isolation Kit (Ambion), followed immediately by reverse transcription into cDNA using random hexamers and Oligo (dT) with Superscript III Reverse Transcriptase (Invitrogen). Real-time quantitative PCR was performed on a StepOnePlus thermocycle (Applied Biosystems), using Power Green SYBR mix (Invitrogen). Gene expression values were calculated using the ΔC_T_ method against the endogenous control (*ACTB*). 

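RNA sequencing counts of *ACTB* and of the other genes measured by qRT-PCR were taken from 6 libraries that the paper does not describe. The libraries were made from mesoderm of the human embryonic stem cell line H1, which was differentiated as embryoid bodies and then sorted for the surface proteins KDR and CXCR4. There were 3 libraries of KDR+CXCR4- cells and 3 of KDR+CXCR4+ cells, prepared with a SMARTer kit, which amplifies cDNA from small amounts of RNA. In the paper the *CDX* genes were measured in mesoderm sorted by CD1d. There *HOXA7*, *HOXA9* and *RUNX1* were measured in CD34+CD43- cells derived from sorted mesoderm, which are not the cells of these libraries. The authors deposited the number of reads counted on each gene without normalization, and FPKM values. The KDR+CXCR4- libraries held 22778780, 24211837 and 22060893 counts on genes, and the KDR+CXCR4+ libraries held 27265008, 24775307 and 21337083. The aligner, the counting program, the genome build and the strand used in counting were not stated in the sample labels. The counts were normalized by the TMM method and are given as CPM, the counts scaled to a common library size, and 12635 of the 18132 genes had enough counts to be tested. The *ACTB* primers matched a stretch of 88 bp exactly, on chromosome 7 of GRCh38 from 5527517 to 5527604 on the minus strand, in the 3′ UTR within exon 6 of the 6 exons of the main transcript (GENCODE v29). Its sequence is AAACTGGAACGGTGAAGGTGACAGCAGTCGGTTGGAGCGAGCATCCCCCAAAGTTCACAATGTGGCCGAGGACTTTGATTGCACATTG, with no intron between the primers. No transcript of another gene matched both primers. *ACTB* was at 11508 ± 778 CPM (SD, n = 3) in KDR+CXCR4- cells and 11768 ± 937 CPM (SD, n = 3) in KDR+CXCR4+ cells. The log2 fold change of 0.03 (standard error 0.13) was smaller than the spread between replicates (adjusted p = 0.94, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without KDR+CXCR4- replicate 3 it was -0.04, the alternative that moved it most, and the adjusted p over the 16 alternatives lay between 0.81 and 1.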

Primer sequences are *ACTB* F: AAACTGGAACGGTGAAGGTGACAG R: CAATGTGCAATCAAAGTCCTCGGC. 

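The primers for *CDX1* bracketed 61 bp of coding sequence on chromosome 5 of GRCh38, plus strand, from 150182904 to 150183524. Of these, 10 bp lie in exon 2 and 51 bp in exon 3 of the 3 exons, so that the forward primer itself crosses the junction, and the genome holds 560 bp of intron between them. The amplified sequence is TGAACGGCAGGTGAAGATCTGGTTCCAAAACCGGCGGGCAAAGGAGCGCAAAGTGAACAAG. In the sorted mesoderm *CDX1* was at 15.2 ± 2.24 CPM (SD, n = 3) in KDR+CXCR4- cells and at 4.19 ± 1.53 CPM (SD, n = 3) in KDR+CXCR4+ cells. This log2 fold change of -1.87 (standard error 0.25) held against the replicate error (adjusted p = 0.0016, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -2.20 and -1.70 when each library was left out in turn, and was called in each of these fits. With limma on log2(FPKM + 1) and no filter on low values it was -1.57 and not called (adjusted p = 0.082, against 8.0e-11 to 0.082 over the alternatives).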

*CDX1* F: TGAACGGCAGGTGAAGATCT R: CTTGTTCACTTTGCGCTCCT. 

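Both *CDX2* primers lie in the 3′ UTR, in exon 3 of 3, on chromosome 13 of GRCh38 from 27962573 to 27962643 on the minus strand. They enclose 71 bp without an intron, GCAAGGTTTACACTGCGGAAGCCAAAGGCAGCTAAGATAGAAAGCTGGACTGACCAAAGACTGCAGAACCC, and only a *CDX2* transcript matched the pair. *CDX2* counts were 25.4 ± 4.09 CPM (SD, n = 3) in KDR+CXCR4- and 9.33 ± 0.211 CPM (SD, n = 3) in KDR+CXCR4+ cells. The difference, a log2 fold change of -1.44 (standard error 0.17), was larger than the spread between replicates (adjusted p = 0.00081, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).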

*CDX2* F: GCAAGGTTTACACTGCGGAA R: GGGTTCTGCAGTCTTTGGTC. *CDX4* F: CCTTTCCGAGAGACAGGTGA R: CACCGAGCCTCCACTATTCT. 

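The *CDX4* pair spans an intron of 716 bp. Its product of 106 bp is coding sequence on chromosome X of GRCh38, plus strand, between 73453647 and 73454468, with 16 bp in exon 2 and 90 bp in exon 3 of 3 exons. It reads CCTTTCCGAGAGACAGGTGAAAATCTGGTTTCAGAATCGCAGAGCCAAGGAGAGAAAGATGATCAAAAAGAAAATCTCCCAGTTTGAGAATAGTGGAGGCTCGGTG. *CDX4* stood at 37.6 ± 9.87 CPM (SD, n = 3) in KDR+CXCR4- cells and at 24.8 ± 7.43 CPM (SD, n = 3) in KDR+CXCR4+ cells. The log2 fold change of -0.60 (standard error 0.25) was not called after adjustment over all tested genes (adjusted p = 0.19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CDX4* was lower in KDR+CXCR4+ cells in each of the 3 pairs of libraries with the same replicate number. Libraries with the same replicate number varied together, and with the replicate number as a block the adjusted p was 0.029 for a log2 fold change of -0.60. Leaving out KDR+CXCR4+ replicate 1 gave a log2 fold change of -0.87 (adjusted p = 0.046, against 0.029 to 0.51 over the alternatives).

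**Figure D1:**
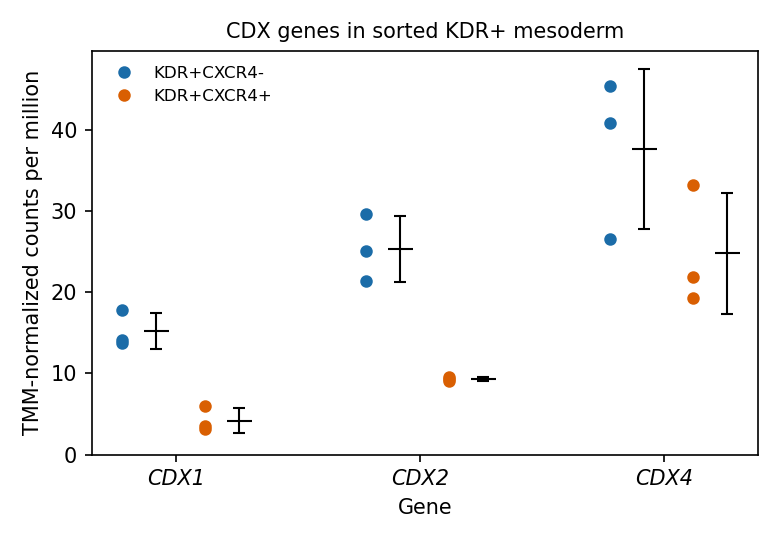
TMM-normalized CPM of *CDX1*, *CDX2* and *CDX4* (y axis, linear) in each sorted library, with KDR+CXCR4- in blue and KDR+CXCR4+ in orange; the black bars give the mean and SD of 3 libraries. The fractions do not overlap for *CDX1* and *CDX2*, and they overlap for *CDX4*, where KDR+CXCR4- replicate 3 is at 26.5 CPM and KDR+CXCR4+ replicate 1 at 33.3 CPM.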

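For *HOXA7*, the primers match 96 bp of the 3′ UTR in exon 2 of 2, with no intron, on chromosome 7 of GRCh38 (27154021 to 27154116, minus strand): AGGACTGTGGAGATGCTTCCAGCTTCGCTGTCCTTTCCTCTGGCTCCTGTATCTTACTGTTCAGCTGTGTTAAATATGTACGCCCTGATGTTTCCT. The same bases are part of exon 3 of *HOXA-AS3*, a transcript from the opposite strand, which overlaps 62.5% of the exonic bases of *HOXA7*, so its count is uncertain where reads were not assigned by strand. Its counts were 9.53 ± 1.92 CPM (SD, n = 3) in KDR+CXCR4- cells and 5.15 ± 0.481 CPM (SD, n = 3) in KDR+CXCR4+ cells, a log2 fold change of -0.89 (standard error 0.21, adjusted p = 0.024, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When each library was left out in turn the log2 fold change lay between -1.07 and -0.81. The gene was not called without KDR+CXCR4- replicate 1 (adjusted p = 0.11) or replicate 2 (0.067), without KDR+CXCR4+ replicate 2 (0.094) or replicate 3 (0.061), or with limma on unfiltered log2(FPKM + 1) values (0.15); over all alternatives the adjusted p ran from 0.0046 to 0.15.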

*HOXA7* F: AGGACTGTGGAGATGCTTCC R: AGGAAACATCAGGGCGTACA. *HOXA9* F: CGAGAGGCAGGTCAAGATCT R: TGGCATCACTCGTCTTTTGC. 

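Both *HOXA9* primers also match a protein-coding transcript of *AC004080.3*, an annotated gene that shares these same genomic bases on the same strand. The pair therefore does not separate these overlapping annotated genes, but it matched no transcript from another place in the genome. Other annotated genes cover 27.0% of the exonic bases of *HOXA9*, and reads there could have been split or left out in counting. *HOXA9* was found at 24.2 ± 0.879 CPM (SD, n = 3) in KDR+CXCR4- cells and 20.7 ± 6.93 CPM (SD, n = 3) in KDR+CXCR4+ cells. These did not differ beyond the spread between replicates (log2 fold change -0.22, standard error 0.21, adjusted p = 0.64, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value rests on single libraries: it was -0.53 (adjusted p = 0.071) without KDR+CXCR4+ replicate 1 and -0.07 (adjusted p = 0.91) without KDR+CXCR4+ replicate 3, and the gene was not called under any alternative.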

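The forward primer for *RUNX1* matches exactly the first exon of 2 of the annotated transcripts of this gene. The reverse primer differs from this exon by 1 base, C2T (the primer's base, its position from the primer's 5′ end, and the base at the site). The product of 304 bp lies in the 5′ UTR, without an intron, on chromosome 21 of GRCh38 from 34887391 to 34887694 (minus strand). The gene counts do not separate transcripts, and they come from mesoderm, not from the CD34+CD43- cells in which the paper measured *RUNX1*. Over the whole gene, *RUNX1* was at 1.63 ± 0.499 CPM (SD, n = 3) in KDR+CXCR4- cells and at 3.29 ± 1.40 CPM (SD, n = 3) in KDR+CXCR4+ cells, which was not called (log2 fold change 1.02, standard error 0.36, adjusted p = 0.11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block the log2 fold change was 0.99 and the adjusted p 0.022. Without KDR+CXCR4+ replicate 1 it was 0.60 (adjusted p = 0.31), and the gene was not called in any of the 6 fits that left out 1 library.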

*RUNX1* F: CGTGCACATACATTAGTAGCACTACCTTTG R: CCTCCACGAATCTTGCTTGCAGAGGTTAAG.

### 2.6 Flow cytometry and cell sorting

Antibodies used include KDR-PE/KDR-PE-Cy7 (clone 89106, R&D systems), CD4-PerCP-Cy5.5 (clone RPA-T4), CD8-PE (clone RPA-T8), CD34-APC (clone 8G12), CD34- PE-Cy7 (clone 4H11), CD43-PE (clone 1G10), CD45-APC-Cy7 (clone 2D1), CD56-APC (clone B159), CD235a-APC/PE (clone HIR-2), and CD1d-APC (Clone CD1d42). All antibodies were purchased from BD Biosciences (San Diego, CA) unless stated otherwise. Cells were sorted with a FACSAria™II (BD) cell sorter and analyzed on a Fortessa (BD) cytometer.

## 3 Results and discussion

As we previously identified a critical role for mesodermal *CDX4* expression during the hematopoietic differentiation of hPSCs (Creamer et al., 2017), we first sought to characterize the expression of *CDX1/2/4* at a single cell-level within hPSC-derived mesoderm under WNT-dependent intra-embryonic-like culture conditions. To facilitate a better understanding of the overall heterogeneity as well as *CDX* expressing cells within nascent hPSC-derived mesoderm, we leveraged single cell (sc)RNAseq. We assayed cultures on day 3 of differentiation, which contain KDR + CD235a- mesoderm that expresses *CDX* genes in a WNT-dependent manner (Creamer et al., 2017) (Fig. 1**A**). These cultures are at a distinct developmental stage that precedes hemato-endothelial specification (Sturgeon et al., 2014, Ng et al., 2016, Kitajima et al., 2016), which we refer to as “hemogenic mesoderm”. Following standard data processing and UMAP generation, unsupervised clustering was performed using Seurat (Stuart et al., 2019) which identified 11 distinct clusters (Fig. 1**B**). To resolve the identity of many of these clusters, we identified differentially enriched genes (DEGs) within each cluster, revealing a striking degree of heterogeneity within the cultures (**Supplementary Table 1**). Distinct transcriptional identities for many developmental intermediates could be identified in each cluster, including residual pluripotent stem cells (*SOX2, NODAL*), ectoderm (*TFAP2B, KRT7, NRN1*), neuroectoderm (*NRN1*), primordial germ cell (*NANOS3, KIT*), early mesoderm (*TBXT, HES7),* endoderm (*HNF1B, FOXA2*), visceral endoderm (*TTR*), mesoderm (*MESP1*, TBX4, *OSR1*), and endothelial progenitors / endothelium (*PLAT, TEK, CDH5, GATA2*) (Fig. 1**C**). As the “Early Mesoderm”, “Mesoderm A” and “Mesoderm B” (clusters 5–9 respectively) all expressed markers associated with early mesoderm (*KDR, APLNR, PDGFRA*), but preceded hemato-endothelial specification (*TEK, CDH5, GATA2*; Fig. 1**C**) (Sturgeon et al., 2014, Creamer et al., 2017), we focused on these cells as candidate hemogenic mesodermal populations.

**Fig. 1:**
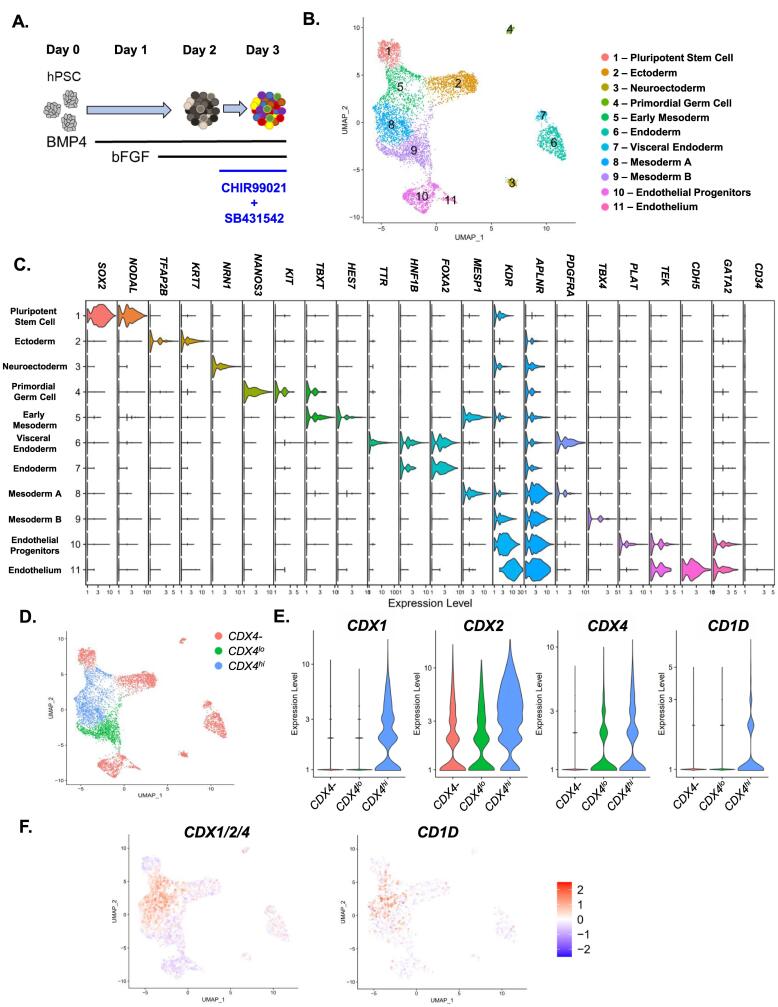
**scRNAseq allows for characterization of *CDX +* mesoderm and reveals *CD1D* as a potential surface marker: A.** hPSC’s were differentiated following exposure to stage-specific BMP4, bFGF, CHIR99012, and SB43152 treatment. On day 3, the differentiation culture was harvested for scRNAseq. **B.** Seurat v3 R package was used to organize the cells into high dimensional space via UMAP and algorithmically distinct clusters denoted by different colors labeled with a putative cell type. **C.** Expression of differential lineage markers in violin plots broken down by cluster, scale = log10 (transcripts). **D.** UMAP of combined clusters with *CDX4-, CDX4^lo^, CDX4^hi^* groups as determined by global DEG analysis. **E.** Violin plots of the expression of *CDX* genes and *CD1D* within different groups, scale = log2 (transcripts). **F.** Expression of *CDX1/2/4* and *CD1D* genes using the module function in Seurat v3 shown on the UMAP where red indicates higher expression and blue lower than expected by chance by random sampling of 5 genes. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

We and others (Ng et al., 2016, Creamer et al., 2017, Jung et al., 2021, Davidson et al., 2003, Wang et al., 2008) have previously demonstrated that early expression of *CDX1/2/4* correlates with definitive hematopoietic specification, and that *CDX4* acts as critical regulator of HE development from its mesodermal precursor (Creamer et al., 2017). We therefore hypothesized that *CDX(4)*+ clusters may contain these precursors to definitive HE, and could be used to identify unique cell surface antigens for their identification *in vitro*. Differential gene expression testing performed on each cluster compared to all remaining clusters revealed that *CDX4* was positively enriched only within the “Early Mesoderm” (cluster 5) and “Mesoderm A” (cluster 8), but not within “Mesoderm B” (**Supplementary Table 1**). This led us to designate “Early Mesoderm” and “Mesoderm A” as the “*CDX4^hi^”* clusters within the dataset. While “Mesoderm B” did not have significantly enriched *CDX4* in comparison to the rest of the dataset, low level *CDX4* expression was detectable, leading us to designate this cluster as “*CDX4^lo^”,* and the remaining clusters, comprised of all other cell types, as “*CDX4-“* (Fig. 1**D/E**). Interestingly, when differential gene analysis was performed across these newly defined groups, *CD1D*, a non-canonical MHC receptor found on antigen presenting cells (Beckman, 1994), was found to be enriched in the *CDX4^hi^* clusters and correlated with high *CDX1/2/4* expression (**Supplementary Table 2,** Fig. 1**F**).

Flow cytometric analysis of these differentiation cultures on day 3 following CHIR99021 and SB431542 treatment, 61.47 +/- 3.121% (SEM, *n* = 6) of KDR + CD34-CD235a- mesoderm was CD1d+ (Fig. 2**A)**. While FACS-isolated CD1d + cells were 8-fold enriched and 20-fold enriched respectively in *CDX1* and *CDX4* expression (Fig. 2**B**), there was a non-statistically significant ∼2-fold enrichment of *CDX2 (p = 0.0545)*. This agrees with the observation in the scRNAseq dataset that the *CDX4-* and *CDX4^lo^* populations also expressed *CDX2* but lacked any *CD1D* expression (Fig. 1**E/F**). To determine the hematopoietic potential of each mesodermal population, KDR+CD235a-CD1d^neg^/+ cells were isolated by FACS and cultured an additional 5 days under hemato-endothelial promoting conditions (Sturgeon et al., 2014). Interestingly, each population gave rise to a CD34+CD43- population at similar frequencies (Fig. 2**Aii**). Gene expression analysis of isolated CD34+ endothelium from each culture revealed that the CD1d+ derived endothelium was significantly enriched for *HOXA7/9* and *RUNX1* expression in comparison to those derived from CD1d^neg^ mesoderm (Fig. 2**C**), suggesting that hemogenic potential may be restricted to the CD1d-derived CD34+ cells. We therefore isolated each by FACS to assess for the presence of functional HE (Ditadi et al., 2015). After culturing as a monolayer for an additional 9 days under endothelial-to-hematopoietic transition (EHT) promoting conditions, the CD1d^neg^-derived CD34+ cells exhibited no signs of multilineage hematopoietic potential. However, the CD1d+ -derived CD34+ cells exhibited robust hematopoietic potential, with many round non-adherent hematopoietic cells observed in the culture (Fig. 2**D**). These cells were confirmed to be hematopoietic progenitors, as when we transferred this population to methylcellulose, many erythro-myeloid CFU were detected (Fig. 2**E**).

**Fig. 2:**
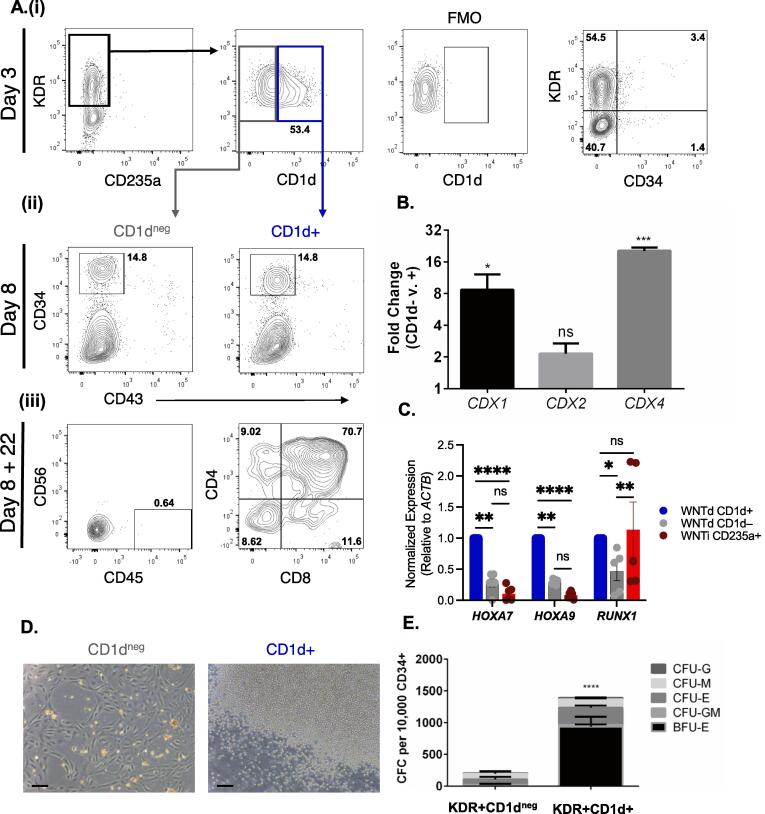
**Phenotypic and functional characterization of CD1d expressing cells within day 3 mesoderm A.(i)** Representative flow cytometry of day 3 differentiation cultures for KDR, CD235a, CD34, and CD1d. KDR+CD235a- definitive hemogenic mesoderm was then assessed for the expression of CD1d (*n* = 6). **(ii)** Representative flow cytometry plots of cultures as in **(i)**, reaggregated for an additional 5 days (*n* = 6). Each resultant culture was assessed for CD34 and CD43 expression. CD34+CD43- cells were isolated by FACS. **(iii)** Representative flow cytometry assay for T cell potential of each culture as in **(ii)**. Following 22 days of coculture, cells were harvested for flow cytometric analysis of CD45+CD56- population for CD4 and CD8 expression, *n* = 3. **B.** Fold change in expression of *CDX* genes via qPCR in KDR+CD235a-CD1d^neg^/+ FACS isolated cells on day 3 of differentiation. *n* = 3, +/- SEM, * p < 0.05, *** p < 0.001 via students *t* test. **C.** Normalized expression levels of *HOXA7, HOXA9, and RUNX1* genes, as determined by qRT-PCR, within CD34+CD43- cells derived from KDR+CD1d^neg^/+ or KDR+CD235a+ mesoderm. *n* = 6 (n = 5 for *RUNX1*), +/- SEM, * p < 0.05, ** p < 0.01, and **** p < 0.0001 via Turkey’s Multiple comparisons test. **D.** Representative micrographs of cultures of isolated CD34+ CD43- cells, as in **Aii**, cultured as a monolayer for another 9 days in endothelial to hematopoietic transition (EHT) promoting media, 100X magnification scale bar = 100 µm. **E.** Erythro-myeloid potential of EHT cultures as in **C.** Cultures were harvested and placed into hematopoietic methylcellulose media for colony forming assays. The numbers of colonies were then assessed after 10–12 days and the numbers were counted of burst forming units erythroid (BFU-E) and colony forming units (CFU) of erythroid (E), granulocyte (G), myeloid (M), and mixed granulocyte/myeloid (GM). *n* = 6, +/- SEM, **** p < 0.0001 2-way ANOVA.

Having observed that nearly all definitive *erythro*-myeloid lineage potential was contained within the KDR+CD235a-CD1d+ mesoderm, we next wanted to assess the presence of T-lymphoid potential, as multilineage erythro-myeloid and T-lymphoid potential are a defining characteristic of hPSC-derived definitive hematopoiesis (Kennedy et al., 2012). After isolation of KDR+CD235a-CD1d^neg^/+ cells on day 3, CD34+CD43- progenitors were further FACS purified on day 8 and co-cultured with OP9-DL4 stroma (La Motte-Mohs et al., 2005, Schmitt et al., 2004) under T-cell promoting conditions (Sturgeon et al., 2014, Kennedy et al., 2012, Ditadi et al., 2015). After 22 days, flow cytometric analysis confirmed that only CD34+ cells derived from CD1d+ mesoderm were able to give rise to CD45+CD56-CD4+CD8+ T-cells *in vitro* (Fig. 2**Aiii**). Collectively, these results demonstrate that CD1d demarcates nascent hemogenic mesoderm with definitive hematopoietic potential.

In summary, single cell transcriptomics of early stage hPSC differentiation cultures has revealed a subpopulation of mesoderm, preceding hemato-endothelial specification, that is highly enriched for both *CDX4* and *CD1D*. Subsequent functional *in vitro* studies demonstrate that CD1d is a marker for *CDX4^hi^* hemogenic mesoderm with multilineage definitive erythroid, myeloid, and lymphoid potential. While this does not demonstrate a cell-autonomous role for *CDX4* in the development of the definitive hematopoietic program, the strong correlation between CD1d and *CDX4* expression, coupled with our previous studies demonstrating that *CDX4* regulates definitive hematopoietic development within mesoderm, is consistent with the hypothesis that CD1d identifies *CDX4+* hemogenic mesoderm. Notably, not all CD1d+ cells acquire CD34 expression and develop into HE (Fig. 2**A**), suggesting that either there is significant unappreciated heterogeneity within the CD1d+*CDX4*+ mesoderm, or that the development of non-hematopoietic lineages from a common precursor, similar to the hemangioblast (Choi et al., 1998), which possibly serves a supportive role for definitive hematopoietic development.

It also remains to be determined which mesodermal lineage(s) arise from CD1d^neg^ mesoderm. It will be of great interest to determine if there are functional differences in the CD34+ endothelial progeny from CD1d+ and CD1d^neg^ mesoderm. For example, our scRNAseq analyses show that the *CDX4*^lo^ cluster is enriched in cardiogenic genes such as *TBX2/4* and *HAND1/2* (**Supplementary Table 2**). One possibility is that CD1d^neg^ mesoderm harbors endocardial potential, which is consistent with observations that early *CDX(1/4)* expression is negatively correlated with cardiogenic potential *in vivo* and *in vitro* (Lengerke et al., 2011).

Finally, the *CDX4*^hi^ mesodermal population we identified exhibits enrichment for *HOXA1* and *HOXA3*, of which the latter is a regulator of HE development (Iacovino et al., 2011). Curiously, the *CDX4^lo^* population was enriched for *HOXA9, HOXA10, HOXA11,* and *HOXA13,* suggesting there are differences in distal/proximal *HOX* gene expression within each mesodermal subset (**Supplementary Table 2**). *HOXA* cluster expression has also been proposed as an important gene element of definitive HE *in vitro* and *in vivo* (Ng et al., 2016, Jung et al., 2021), but it is unclear which elements are necessary and/or sufficient for the emergence of HSCs. ‘Medial’ *HOXA* genes (*HOXA5/7/9*) have been demonstrated to be important for nascent HSCs (Dou et al., 2016) and, interestingly, both *CDX4^hi^* and *CDX4*^lo^ populations are enriched for *HOXA7*. Distinct states of *HOXA* gene patterning were also observed when CD1d^neg^/+ mesoderm was isolated and differentiated into CD34+ endothelium. This evidence reinforces the critical role of gene specification early in differentiation and that appropriate patterning of medial *HOXA* expression within hemogenic mesoderm via additional signal pathway manipulation may ultimately prove critical in the derivation of HSCs from hPSCs.

We previously demonstrated that expression of both KDR and CD235a, prior to CD34 acquisition, identifies a mesodermal population that harbors exclusively extra-embryonic-like hematopoietic potential (Sturgeon et al., 2014). Here, we show that the combined markers of KDR, CD235a, and CD1d can identify a hemogenic mesodermal population with exclusively definitive hematopoietic potential. With this insight, mid- and high-throughput screening techniques can be applied to identify novel signal pathways that regulate definitive hematopoietic development, which in turn, should enable the development of technologies for the *in vitro* specification of HSCs from hPSCs.

## Declaration of Competing Interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Christopher Sturgeon reports a relationship with Clade Therapeutics, Inc. that includes: board membership.

## Data Availability

Data will be made available on request.

How the deposited data were processed for this re-analysis (not part of the article)

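The files analysed hold bulk RNA sequencing of 6 libraries from H1-derived mesoderm, 3 sorted as KDR+CXCR4- and 3 as KDR+CXCR4+. The paper's text does not describe these libraries, and its single cell RNAseq, flow cytometry and qRT-PCR data were not analysed here. The values are therefore given beside the primers of the genes concerned and in the closing section, and not at the paper's conclusions. The sample labels name several compounds of which some or all were added on day 2 of differentiation, without saying which library received which, so the exact culture condition is not known.

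The authors deposited a table of raw counts of reads per gene and a table of FPKM values, each with 1 column per library. Neither the paper nor the labels state the aligner, the counting program, the genome build, the annotation or the strandedness. The counts are whole numbers for 18132 gene symbols. The deposited FPKM values equal the counts divided by a fixed length per gene and a factor per library. These factors, relative to KDR+CXCR4- replicate 1, were 0.985 and 0.914 for the other KDR+CXCR4- libraries and 1.11, 1.01 and 0.897 for the KDR+CXCR4+ libraries, while the count totals relative to the same library were 1.06, 0.969, 1.20, 1.09 and 0.937. The authors' FPKM values therefore rest on a scaling other than the count totals. In the FPKM table 1 gene has no value, and 2 symbols in the tables read as dates, as spreadsheet programs produce them. Clone names were matched between the tables after their punctuation was made alike. Of the symbols, 18037 are gene names of GENCODE v29. Each of the columns belonged to a mapped library.

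Between 22060893 and 24211837 counts per library (median 22778780) were held for KDR+CXCR4- and between 21337083 and 27265008 (median 24775307) for KDR+CXCR4+. The 10 genes with the most counts took from 5.06% to 5.62% of each library. A count of 0 allows up to 3 counts, which is 0.110 to 0.141 CPM in these libraries. PCR reads without molecular identifiers are not independent molecules, so this floor covers counting error only. No libraries were near-identical: the chi-square per degree of freedom between libraries of one group was between 24.2 and 54.6.

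The counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10, robust quasi-likelihood fit of the sorted fraction alone), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. CPM values use the TMM-scaled library sizes. The standard error is the log2 fold change divided by the square root of its F statistic. Fold changes are KDR+CXCR4+ over KDR+CXCR4-. The gene sets were the genes with a positive average log2 fold change in 1 cluster of Supplementary Table 2, and were tested with camera (limma 3.58.1, inter-gene correlation 0.01, adjusted over the 3 sets), with the median log2 fold change of the set minus that of the other genes as the effect. Supplementary Table 1 was held only in part and was not used for any test. For the *HOXA* genes, Spearman's rho between paralog number and log2 fold change was tested with 100000 permutations, two-sided. The genes named were the 43 that the paper names (of which 35 had enough counts to be tested), and the 5 genes with the highest and the 5 with the lowest log2 fold changes among called genes with an average log2 CPM of at least 2 and groups that do not overlap, *CXCR4* left aside because the cells were sorted on its protein. Some of these genes, and some amplified products or their sequences, are not reported here. Gene lists for pluripotent, endothelial, endodermal and primitive erythroid cells were fixed with them. With 3 libraries against 3, an exact permutation test of a single value cannot go below p = 0.1 and was not used.

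The replicate numbers are shared by the fractions, and the labels do not say what they mark. The deviations of same-numbered libraries from their group means correlated at 0.33, 0.18 and 0.38 across genes, so the numbers were taken to pair the libraries. Alternatives fixed before the data were examined were RLE, upper-quartile and total-count scaling, DESeq2 1.42.0, other filters on low counts, limma on the log2 FPKM values with a pseudocount of 1 or 0.1, a replicate block, each library left out in turn, and for the sets an estimated inter-gene correlation, fry and all genes of a cluster. The closing section gives their effect.

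On simulated counts with the means and library sizes of the real data and 200 genes changed 4-fold, the edgeR fit recovered 100% of them, with 4.31% of its calls false, over 12493 genes, and made 0 calls when no gene was changed. The simulated genes were drawn independently, without variation shared between genes or by same-numbered libraries. The set test found a given shift of -0.5 in the CDX4hi set as -0.505 over 109 genes. Primers were placed by exact match of both primers to GENCODE v29 transcripts, with products of up to 3000 bp and, where no product was found, with up to 2 differing bases in the reverse primer. All 100 simulated primer pairs were placed where they had been drawn. Coordinates are 1-based on GRCh38, which was not necessarily the build of the counts.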

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

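The paper does not report on these libraries, and each result here is a difference between the sorted fractions in data it did not analyse. In this part, the test on *HOXA* genes free of overlapping transcripts and the set tests that combine the replicate block with fry or an estimated inter-gene correlation were chosen only after the values had been seen. *CXCR4* itself was at 2.75 ± 0.844 CPM in KDR+CXCR4- and 66.5 ± 19.3 CPM in KDR+CXCR4+ cells (SD, n = 3 each), a log2 fold change of 4.60, which goes with the labels.

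Between the fractions 1096 of 12635 genes were called (edgeR's quasi-likelihood test, adjusted p under 0.05), 608 higher and 488 lower in KDR+CXCR4+ cells. With the replicate block 1914 were called, 1031 higher and 883 lower. Of the 1096 genes, 1094 had groups that did not overlap; over all tested genes the share was 25.9%, where chance gives 10%. Unequal library sizes were argued against, since 1070 genes were called after every library was thinned to 21337083 counts. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and it was also the only one as large among the 4 splits that part all pairs of same-numbered libraries. The other 6 part 1 pair each. The 9 other splits called 0 genes, with 85 to 1247 genes at an unadjusted p under 0.05 against 2730 in the real split. With 10 splits this cannot go under a share of 0.1, so chance in the grouping is not excluded by it. The number rests on single libraries: it was 489 without KDR+CXCR4- replicate 1, 608 without KDR+CXCR4- replicate 3 and 467 without KDR+CXCR4+ replicate 2. So does the balance of directions, with 485 higher and 654 lower without KDR+CXCR4- replicate 2, and 699 higher and 410 lower without KDR+CXCR4+ replicate 1. In edgeR's test these genes differed between the sorted fractions beyond the spread between replicates. The same fit made 0 calls on simulated counts in which no gene was changed. Those counts were drawn independently for each gene, without variation shared by same-numbered libraries, so they cannot rule out false calls in the real data. The biological cause of the difference stays open and was not tested.

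Of the 35 genes named in the paper that could be tested, 17 were called, 7 higher and 10 lower, and 21 with the p adjusted over the list alone. The list was drawn from other samples. Without KDR+CXCR4+ replicate 2 the number was 11. Only 1 of the 10 splits, the real one, called as many (1 of the 4 that part all pairs); the others called 0, with 0 to 5 of the genes at an unadjusted p under 0.05 against 22.

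*CD1D* (chromosome 1 of GRCh38, 158179947 to 158184896, plus strand, GENCODE v29), the gene of the surface marker that the paper names for CDX4hi mesoderm, was at 53.7 ± 13.1 CPM in KDR+CXCR4- and 17.7 ± 3.91 CPM in KDR+CXCR4+ cells (SD, n = 3 each), a log2 fold change of -1.60 (standard error 0.21, adjusted p = 0.0015, edgeR), lower in each of the 3 pairs. *CDX1* (-1.87) and *CDX2* (-1.44) fell as well, while *CDX4* at -0.60 was not called without the replicate block. No other annotated gene shares exonic bases with *CD1D*, *CDX1* or *CDX2*. With each library left out in turn, *CD1D* stayed between -1.79 and -1.39, *CDX1* between -2.20 and -1.70 and *CDX2* between -1.57 and -1.32, and each was called in these 6 fits. With limma on log2(FPKM + 1) without a filter, *CD1D* was at -1.50 and not called (adjusted p = 0.092, against 5.8e-11 to 0.092 over its alternatives). The scaling of the libraries is argued against as the cause, since the median of all tested genes moved from 0.0049 to -0.041 at most between TMM and total-count scaling. Whether fewer cells or less RNA per cell lowered these genes was not tested gene by gene.

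The genes of the CDX4hi cluster of Supplementary Table 2 were lower in KDR+CXCR4+ cells. Their median log2 fold change lay -0.41 from that of the other genes (109 genes, camera adjusted p = 6.4e-24), 38 were called lower and 0 higher. The adjusted p was 0.0087 with an estimated inter-gene correlation and 0.00072 with fry, and this was the only set of the 3 called under both. With the replicate block and fry it was 0.027, and with the block and an estimated correlation 0.15, which is not called. Gene length and GC content are argued against: after their trend, which took up 0.52% of the variance of the fold changes, was removed the effect was -0.4132, and -0.4248 in the fit with the replicate block. Library size is argued against as well, with an effect of -0.4164 after thinning. Of the 10 splits, 1 gave an effect as large, the real one, and the largest among the others was 0.239 in size; of the 4 that part all pairs it was also 1. The share of 10 splits cannot go under 0.1, so this count decides neither way. A smaller share of CDX4hi-like cells in KDR+CXCR4+ is a candidate explanation: genes that the study's table ranks as more specific to CDX4hi cells fell further (Spearman's rho -0.339 across the 109 genes, p = 3.0e-04; Pearson's r -0.307, p = 0.0015, permutation tests, two-sided, 1 relation tested, genes not being independent replicates). A lower expression of the same genes per cell would show the same and stays open.

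The medians of the CDX4lo and CDX4neg sets moved little. The effect was 0.073 for CDX4lo (254 genes, camera adjusted p = 1.9e-05, 39 called higher and 1 lower) and 0.135 for CDX4neg (314 genes, adjusted p = 0.0045, 55 called higher and 37 lower). Neither was called with an estimated inter-gene correlation (adjusted p = 0.44 for both) or with fry (0.16 for both). The trend on gene length and GC content is argued against, with effects of 0.0697 and 0.142 after its removal. However, 7 of the 10 splits moved CDX4lo as far (4 of the 4 that part all pairs) and 2 moved CDX4neg as far (1 of 4). Without KDR+CXCR4+ replicate 1 the CDX4lo effect was 0.017 (adjusted p = 0.052), and without KDR+CXCR4- replicate 2 or KDR+CXCR4+ replicate 3 the CDX4neg set was not called (effects 0.149 and 0.102, adjusted p = 0.15 and 0.076). For neither set is a shift of the median beyond the variation between libraries shown. The called genes of CDX4lo were nearly all higher all the same, with 51 higher and 2 lower in the fit with the replicate block and 21 to 44 higher and at most 1 lower when each library was left out, so a part of this set rose.

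Along the *HOXA* cluster the log2 fold change rose with paralog number (Spearman's rho 0.745, p = 0.017; Pearson's r 0.826, p = 0.0039, permutation tests over 10 genes, which are not independent replicates). A trend on length and GC content is argued against, since rho was 0.7455 after its removal and 0.733 in the same fit with the replicate block. Of the 10 splits, 4 gave a rho as far from 0 (2 of the 4 that part all pairs), but this count cannot decide whether the fraction matters. Each split but the real one still holds the fractions in unequal numbers on each side. Since rho takes no account of size, a difference by fraction would carry into these splits. Without KDR+CXCR4- replicate 1, rho was 0.588 (p = 0.080). Reads of overlapping transcripts stay open: 4 of the 10 genes share under 5% of their exonic bases with another gene, and among them rho was 0.4, too few to decide. Whether the trend reflects the sorted fractions or variation between cultures was not settled.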

How the results depend on the processing

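Genes called numbered 1096 and stayed within 1.5 times of this with the other scalings, DESeq2 and other filters on counts (893 to 1475), and with an absolute log2 fold change of at least 1 in addition (748). The number was 594 with limma on log2(FPKM + 1) and 596 on log2(FPKM + 0.1) for genes with a mean FPKM of at least 1, where 9050 genes were tested, and 108 with limma on log2(FPKM + 1) without a filter; the cause was not tested. It ranged from 467 to 1139 across the 6 fits that each left out one library. Of the 1096 genes, 1010 to 1089 were also called under the other scalings.

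With the replicate block 1914 genes were called, among them all 1096; of the genes the paper names, 5 were called in addition, among them *CDX4*, *RUNX1*, *TBX4* and *TTR* (adjusted p = 0.029, 0.022, 0.022 and 0.0057), and it changed no other call of these genes or, with camera, of the sets. Under the alternatives added after seeing the data, the block with an estimated inter-gene correlation left the CDX4hi set uncalled at an effect of -0.44, CDX4lo at 0.072 and CDX4neg at 0.138, and the block with fry left the latter sets uncalled at the same effects.

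Genes named in the paper called over all genes numbered 17, but 2 with limma on log2(FPKM + 1) without a filter, where 18131 genes shared the adjustment, and 11 to 17 when each library was left out. The CDX4hi effect kept its direction and side of the threshold under each alternative fixed beforehand, from -0.50 to -0.37. CDX4lo at 0.073 and CDX4neg at 0.135 were not called with an estimated correlation or fry, which left the effects as they were, and ranged from 0.017 to 0.152 and from 0.102 to 0.193 when each library was left out. The *HOXA* rho ranged from 0.588 to 0.915 in those fits and from 0.682 to 0.95 under the other alternatives.

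For single named genes, 643 results stayed on their side of the threshold, 50 were weaker, 8 stronger and 9 changed sign. Of the weaker ones 21 came from limma on log2(FPKM + 1) without a filter. Only genes that were never called changed sign. With total library size *ACTB* was at -0.016 and *KIT* at -0.022. When each library was left out, *ACTB* ranged from -0.043 to 0.092, *KIT* from -0.192 to 0.236, *PDGFRA* from -0.215 to 0.041 and *HES7* from -0.975 to 0.063. Depth limits the 8 genes of the paper with too few counts to be tested, *SOX2*, *TFAP2B*, *KRT7*, *NANOS3*, *FOXA2* and *SPN* among them.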

Other observations

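The tests on the pluripotent and endothelial gene lists in this part were chosen only after the values had been seen. All p-values are adjusted, from edgeR's quasi-likelihood test.

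Of the *HOXA* genes reported here, *HOXA3* (adjusted p = 0.013), *HOXA5* (log2 fold change -1.12) and *HOXA7* (-0.89) were called lower in KDR+CXCR4+ cells. *HOXA13* was called higher (64.2 ± 5.31 CPM in KDR+CXCR4- against 134 ± 39.3 CPM, SD, n = 3 each, log2 fold change 1.06, adjusted p = 0.0078). *HOXA9*, *HOXA10* and *HOXA11* were not called (-0.22, 0.56 and 0.40). These directions held under each scaling. *HOXA10* rests on KDR+CXCR4+ replicate 1, which was at 166 CPM against 81.6 and 60.9 CPM in the others; without it the log2 fold change was 0.03. Antisense or overlapping genes cover 17.9% of the exonic bases of *HOXA3*, 62.5% of *HOXA7*, 26.3% of *HOXA10* and 31.1% of *HOXA11*. These counts are uncertain where strand was not used. For *HOXA3* and *HOXA10* a part of this overlap (398 and 368 bp) is on the same strand, so their counts are uncertain in either case. *HOXA5* was not called without KDR+CXCR4+ replicate 2 (adjusted p = 0.065), nor were *HOXA3* and *HOXA5* without KDR+CXCR4- replicate 1 (0.064 and 0.055).

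Of the cardiogenic genes that the paper names for CDX4lo cells, *HAND2* (log2 fold change 1.49, adjusted p = 0.0011) and *TBX2* (1.74, adjusted p = 0.028) were higher in KDR+CXCR4+ cells, while *TBX4* (0.65, adjusted p = 0.090) and *HAND1* (-0.68, adjusted p = 0.089) were not called. *TBX2* was not called without KDR+CXCR4- replicate 1 or 3 or KDR+CXCR4+ replicate 1 (adjusted p = 0.081, 0.11 and 0.080), and *HAND2* was called in all 6 fits that left out 1 library. An antisense gene covers 24.1% of the exonic bases of *HAND2*. *KDR* was higher (0.94, adjusted p = 0.015), but was not called without KDR+CXCR4- replicate 3 (0.83, adjusted p = 0.076), and *APLNR* and *PDGFRA* did not differ (0.18 and -0.07, adjusted p = 0.59 and 0.88). *TBXT* (-2.81, adjusted p = 0.028), called only without KDR+CXCR4- replicate 1 or 2 among the 6 fits that left out 1 library (adjusted p up to 0.11 in the others), and *MESP1* (-1.83, adjusted p = 0.0028), called in all 6, were lower.

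Apart from *CXCR4*, and among called genes with an average log2 CPM of at least 2 and groups that do not overlap, those with the highest log2 fold changes were *CRHBP* (4.51), *VCAM1* (4.27), *ENTPD3* (4.09), *TLR4* (4.07) and *DKK2* (3.98), and those with the lowest were *NANOG* (-4.71), *HHLA1* (-4.45), *DCLK1* (-4.33), *SMPDL3B* (-3.57) and *MACC1* (-3.16). *CRHBP* rose from 20.8 ± 8.20 to 472 ± 52.1 CPM (SD, n = 3 each). The rank of *VCAM1* rests on KDR+CXCR4+ replicate 1, at 40.3 CPM against 13.3 and 14.1 CPM in the others of this fraction. Without that library its log2 fold change was 3.54, under *DKK2* (4.09), *ENTPD3* (3.92) and *TLR4* (3.81) in the same fit. *NANOG* spread from 4.27 to 25.1 CPM over the KDR+CXCR4- libraries and was at most 0.836 CPM in KDR+CXCR4+. Without KDR+CXCR4+ replicate 2, *NANOG* (-4.44, adjusted p = 0.054) and *MACC1* (-2.91, adjusted p = 0.068) were not called.

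Of the 10 genes listed for pluripotent cells, of which the paper names 2, 8 of the 9 tested were called lower in KDR+CXCR4+ cells. *L1TD1* fell from 252 ± 110 to 49.6 ± 8.37 CPM and *TDGF1* from 166 ± 37.5 to 51.7 ± 6.55 CPM (SD, n = 3 each). *NODAL* was at -2.90 (adjusted p = 0.012; 0.070 without KDR+CXCR4+ replicate 2), with an antisense gene over 41.2% of its exonic bases. *LIN28A* was abundant in both fractions, at 282 and 242 CPM, and was not called. Pluripotent cells that remained within KDR+CXCR4- are a candidate explanation. *SOX2*, which the paper names for its pluripotent cluster, was at a mean of 1.49 CPM in KDR+CXCR4- cells, where it was 0.417, 0.373 and 3.68 CPM in the replicates. *POU5F1* was called lower (-1.87, adjusted p = 0.027) but was at only 2.75, 0.954 and 2.27 CPM in the KDR+CXCR4- replicates, far under *L1TD1* and *TDGF1*. These low values speak against pluripotent cells as the source of all the difference, but *SOX2* had too few counts to be tested, and *POU5F1* has pseudogenes between which counting could split its reads. No library of pluripotent cells is at hand to say what level a given share of them would bring, so such cells and a less advanced mesoderm cannot be told apart.

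Of the 10 endothelial genes listed, 3 of them named in the paper, 6 of the 7 tested were called higher in KDR+CXCR4+ cells and 0 lower. Among them were *TEK*, at 24.9 ± 6.30 against 177 ± 13.8 CPM (SD, n = 3 each), and *PECAM1* (0.844 and 11.7 CPM). *CDH5* had at most 1 count in each KDR+CXCR4- library and was at 1.81 ± 1.11 CPM (SD, n = 3) in KDR+CXCR4+. It was lowest there in replicate 1, at 0.570 CPM. *CD34* was not called, at 0.387 CPM in KDR+CXCR4- and 0.849 CPM in KDR+CXCR4+ (log2 fold change 1.11, adjusted p = 0.27). It had at most 27 counts in a library and was higher in 2 of the 3 pairs of same-numbered libraries. *CLDN5* and *EMCN* had at most 2 counts in each library. *PLAT*, which the paper also names for endothelial cells, was at 3.48 (adjusted p = 0.018), called only without KDR+CXCR4- replicate 1 or KDR+CXCR4+ replicate 1 among the 6 fits that left out 1 library (adjusted p up to 0.073 in the others). *GATA2*, named with it in the paper, did not differ (8.82 and 9.77 CPM, log2 fold change 0.15, adjusted p = 0.74) and was not called in any of 16 alternatives. Most of these genes go with some endothelial cells or their precursors in KDR+CXCR4+ as a candidate explanation, a hypothesis from the same data. *GATA2* does not go with it, and *CD34* is undecided at its low counts.

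Of the 10 endodermal genes, 6 were tested and 0 called (1 at an unadjusted p under 0.05); with the replicate block 4 were called higher, among them *APOA1* at 14.5 ± 9.82 and 49.0 ± 44.9 CPM (SD, n = 3 each; adjusted p with the block = 1.8e-04). Of the 8 primitive erythroid genes, 3 were tested and 0 called (0 at an unadjusted p under 0.05); with the block 1 was called lower.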
